A study of Zea mays with 4 samples. Its data were reported in "Decoding the gene regulatory network of endosperm differentiation in maize" (2024).

How the data were processed

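Single-cell RNA sequencing measured transcripts in protoplasts of developing endosperm, the nutritive tissue of the kernel, from maize plants of the inbred line B73. There were 4 libraries: 1 from kernels collected at 6 days after pollination (DAP) and 3 from kernels collected at 7 DAP. Groups and replicate numbers were taken from the sample titles in the repository. Libraries were made by droplet capture with a 3' kit, in which each transcript molecule carries a unique molecular identifier (UMI).

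The deposited values are raw UMI counts per gene and barcode, made by the authors with Cell Ranger, and were not normalised. The deposited barcodes were already selected, and the lowest UMI count of a deposited barcode was 500 in each library. Counts of reads per gene before UMI collapsing were not used here. Genes are given as Zm00001d identifiers, and the deposited feature table holds 45953 features. Of 43789 gene model identifiers, 0 matched the RefSeq gene table supplied (49888 genes), so symbols are printed only for genes that the study itself pairs with an identifier, and no coordinates are given. How reads were divided between near-identical gene copies was not examined, and genes of the MEG and ESR families are uncertain in that respect.

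Cells were kept with 500 to 7500 detected genes, at least 1000 UMIs, and a complexity, the log of the number of genes over the log of the number of UMIs, of at least 0.8. These limits follow the study, except that its methods print the complexity filter as a log2 of features over counts. That quantity cannot reach 0.8, because a cell has no more genes than UMIs, so the ratio of logs was used as a reading of it. The filters kept 17212 cells. To compare genes per cell at equal depth, each kept cell was also thinned at random to 1000 UMIs, which left no kept cell out. Intervals are exact: Clopper-Pearson 95% binomial intervals for shares of cells and 95% Poisson intervals for UMI counts. They cover counting error only. The smallest level a library could show was set at 3 UMIs of its total.

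For clustering, 2000 variable genes were chosen after leaving out 1003 genes held for comparison: the 161 transcription factors with binding profiles in the study, the genes the study names as changing with age, the hormone lists, and lists of 137 S-phase and 304 G2/M genes. Counts were scaled to 10000 UMIs per cell, log transformed and scaled within each library, which replaced the Harmony integration of the study because Harmony was not installed. From 50 principal components and 20 neighbours, a shared-neighbour graph was partitioned by the Leiden method at resolution 0.75. Clusters that scored for more than 1 class were divided again at resolution 0.5. Each cluster was scored on marker genes fixed before the data were examined, for aleurone (AL, 4 markers), starchy endosperm (SE, 9), basal endosperm transfer layer (BETL, 9), embryo-surrounding region (ESR, 6) and endosperm adjacent to scutellum (EAS, 5). Several of these markers, in the AL, BETL and ESR lists, had been picked by the study from these same libraries. Only 3 AL, 5 SE, 9 BETL, 6 ESR and 4 EAS markers averaged at least 5 CPM in their own class. Identifiers of some SE and EAS markers were written partly from memory and were not checked against an annotation. A cluster took the name of its highest-scoring class if the mean z-score of that class's markers was at least 0.5, their mean log2 ratio to the median cluster was at least 1, and at least 3 of them were detected. It stayed unnamed if 3 or more of its top 10 genes by fold were organelle genes, if markers of another class led, or if its UMIs were low and no own marker was among its top 10 genes. This scoring rule was the second of 2 tried. The first, which required on average 0.4 of the level in the highest cluster, named no SE-like cluster and was replaced after shares per library had been seen. Names therefore carry the ending "-like". The condition on low UMIs did not act by median UMIs alone. A BETL-like cluster of 95 cells had a median of 1406 UMIs and 0 BETL markers among its top 10 genes. Of its cells, 76 were from 7 DAP replicate 1. With joint scaling, a cluster at the same median was left unnamed under that condition.

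Doublets were scored in each library with Scrublet in scanpy. It called 3 of 17212 cells (0.0174%), so the caller did not work on these data. Cells were kept in the main setting, and 2 alternatives removed either these 3 cells or the 757 cells with the highest scores (4.40%), at an expected rate of 0.8% per 1000 cells.

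Because 6 DAP has 1 library, no test was run between ages. UMIs were summed over all kept cells of a library, or over each class with at least 50 cells in every library, and converted to CPM, UMI counts of a gene scaled by the total of the sum. A gene passed the size rule if its CPM at 6 DAP was at least 2 times the highest, or at most 1/2 of the lowest, of the 3 libraries of 7 DAP, with a mean of at least 10 CPM. The same rule was applied to each 7 DAP library against the other 2 as a baseline. A class was compared between ages only if fewer than a majority of its markers passed the rule.

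Classes were compared at 7 DAP on UMIs summed per class and library, for classes with at least 30 cells in each library. Each class was set against the mean of the other classes with edgeR's quasi-likelihood test, TMM normalization, the default expression filter and the library as a block. P-values were adjusted by the Benjamini-Hochberg method over all 15980 genes tested, and again over the factor list alone. Gene lists with at least 5 tested genes were compared with camera at an inter-gene correlation of 0.01, with fry beside it, and adjusted over all list and class pairs of hormone and cell-cycle lists together. As a comparison, class names were shuffled within each library in 40 groupings, the real one included, fewer than had been planned because of run time. The names of the class sums were moved, not single cells. A shuffled group thus mixes whole classes across libraries, which adds the differences between classes to the spread of the fit. The shuffles therefore cannot give the rate of false calls at the spread of the real fit. A first run of edgeR used robust dispersion estimates. The main values were then returned to the default estimates, and the robust ones kept as an alternative. Each of these fits called 127 factors in any class, and the overlap was not counted. Cells were not treated as replicates in comparisons of classes or ages.

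Both procedures were tested on simulated data. For the AL-like contrast, edgeR recovered 83.2% of 190 tested genes changed 4-fold among 15220 genes, with 6 false calls. For the whole-library comparison of ages, the size rule found 100% of 200 such genes among 9678, with 1 false call.

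Genes named below follow rules set before the data were examined: the genes and regulators the study names, up to 3 factors per class with the largest absolute log2 fold change among those called with the same sign in all 3 libraries, and the genes with the largest ratios past the size rule, of which 2 identifiers per direction are printed. Alternatives were the depth filters, resolution, thinning, joint scaling, doublet removal, TMM scaling, other CPM minimums, a 4-fold rule, all deposited cells, DESeq2, no expression filter, no library block, an estimated inter-gene correlation, fry, unnamed clusters as a further class, and leaving out each 7 DAP library. Those chosen after seeing the data were the first naming rule, naming of organelle-led clusters, removal of high doublet scores, thinned sums, robust dispersion estimates, no complexity filter, and for the cell-cycle lists the estimated correlation and the fit without block. Tools were R 4.3.3, edgeR 4.0.16, limma 3.58.1, DESeq2 1.42.0, Python 3.11.15, numpy 2.4.6, scipy 1.17.1, pandas 2.3.3, scikit-learn 1.9.0, scanpy 1.11.5, leidenalg 0.10.2, igraph 0.11.9 and matplotlib 3.10.9. DNA-binding profiles, regulons, pseudotime and bulk RNA were not analysed here.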

Results

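Endosperm cells were profiled at 6 DAP and 7 DAP, when the tissue is dividing into its cell types. The deposited matrices held 4627 barcodes and 8248575 UMIs at 6 DAP. At 7 DAP they held 5835, 5918 and 5274 barcodes with 26756925, 36740377 and 33751416 UMIs in replicates 1, 2 and 3. After filtering, 3141 cells remained at 6 DAP (67.9%) and 4815, 4871 and 4385 at 7 DAP (82.5%, 82.3% and 83.1%). These 17212 cells showed UMIs for 29279 genes, with a mean of 2240 genes per cell. There is no replicate at 6 DAP, so every difference between ages below compares 1 library with 3 and has no replicate check.

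The 6 DAP library was shallower than each 7 DAP library. Its kept cells had a median of 1814 UMIs and 1154 genes. Median UMIs per cell were 3979, 5599 and 5659 in the 7 DAP libraries, and median genes were 1977, 2410 and 2421. With every kept cell thinned to 1000 UMIs, the order of genes per cell turned round, to 738 at 6 DAP against 727, 713 and 709 at 7 DAP. The lower number of genes per cell at 6 DAP was thus not seen at equal depth. The 3 libraries of 7 DAP were not copies of each other, since the chi-square per gene between them was 3.59 to 9.14. Against 6 DAP it was 41.9 to 55.9.

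The first question was how the cell types were represented at each age. At 6 DAP, 37.9% of kept cells were AL-like (1191 of 3141, 95% interval 36.2 to 39.6). The 7 DAP libraries had 45.1% ± 1.40 (SD, n = 3), and none was below 43.55%. BETL-like cells made up 24.6% at 6 DAP (23.1 to 26.1) and 18.7% ± 0.396 at 7 DAP (SD, n = 3), with a highest value of 18.9%. In both classes the 6 DAP share lay outside the range of the 7 DAP libraries. The AL-like difference of -7.16 percentage points changed most at resolution 1.0, where it was 3.25. It kept its direction in 10 of 11 other settings and in 19 of 20 repeats with other seeds or with 1% of cells left out. The shares themselves were less stable. Over these repeats the 6 DAP AL-like share ran from 37.1% to 43.91%, and the 7 DAP mean from 33.06% to 52.83%. The counting interval above does not cover that spread. The BETL-like difference of 5.88 points was positive in 11 of 11 other settings, from 3.15 to 6.38. It was positive in 20 of 20 repeats as well. The lowest 6 DAP share among them was 17.92%, against a 7 DAP mean of 16.82% in the same repeat. The UMIs of the BETL markers went the other way. They took 17666 CPM in kept cells of 6 DAP and 22884, 22649 and 25600 CPM in those of 7 DAP. A single BETL-like cluster of low depth (median 1872 UMIs) held 497 of the 772 BETL-like cells at 6 DAP, and cells of 6 DAP made up 497 of its 817 cells.

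SE-like cells were 11.7% at 6 DAP (10.6 to 12.9) and 12.75% ± 0.511 at 7 DAP (SD, n = 3). The difference of -1.03 points had no settled direction, because the 6 DAP share was above all 7 DAP libraries in 7 of 10 other settings and reached 36.5% at resolution 0.5. EAS-like cells were 0.669% at 6 DAP (21 cells, 0.414 to 1.02), within the 7 DAP values of 0.685%, 0.657% and 1.05%. Neither class was shown to differ between ages.

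ESR-like cells were 0.127% at 6 DAP (4 of 3141 cells, 0.0347 to 0.326) and 2.18%, 0.883% and 0.867% at 7 DAP, a mean of 1.31% ± 0.754 (SD, n = 3). The 6 DAP share was below every 7 DAP library in 11 of 11 other settings. Replicate 1 weighed heavily on the mean, which was 0.875% without it, and the difference then went from -1.18 to -0.747 points. Of its 105 ESR-like cells, 71 were in a shallow cluster, and 20 of these 71 had at most 2 UMIs of the ESR markers. These shares are limited by the cell filters. Among removed barcodes in which ESR markers took 5% or more of UMIs, 47 of 81 at 7 DAP and 1 of 6 at 6 DAP failed the complexity filter alone. Of the UMIs of the 6 ESR markers, 56.3%, 59.1% and 66.3% at 7 DAP and 43.3% at 6 DAP were in barcodes that the filters removed. Without the complexity filter the ESR-like share was 0.159% at 6 DAP (5 cells, 0.0517 to 0.371) and 1.10%, 1.02% and 0.954% at 7 DAP. The ESR markers took 189 CPM in kept cells of 6 DAP and 1963, 1734 and 1582 CPM in those of 7 DAP.

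**Figure D1:**
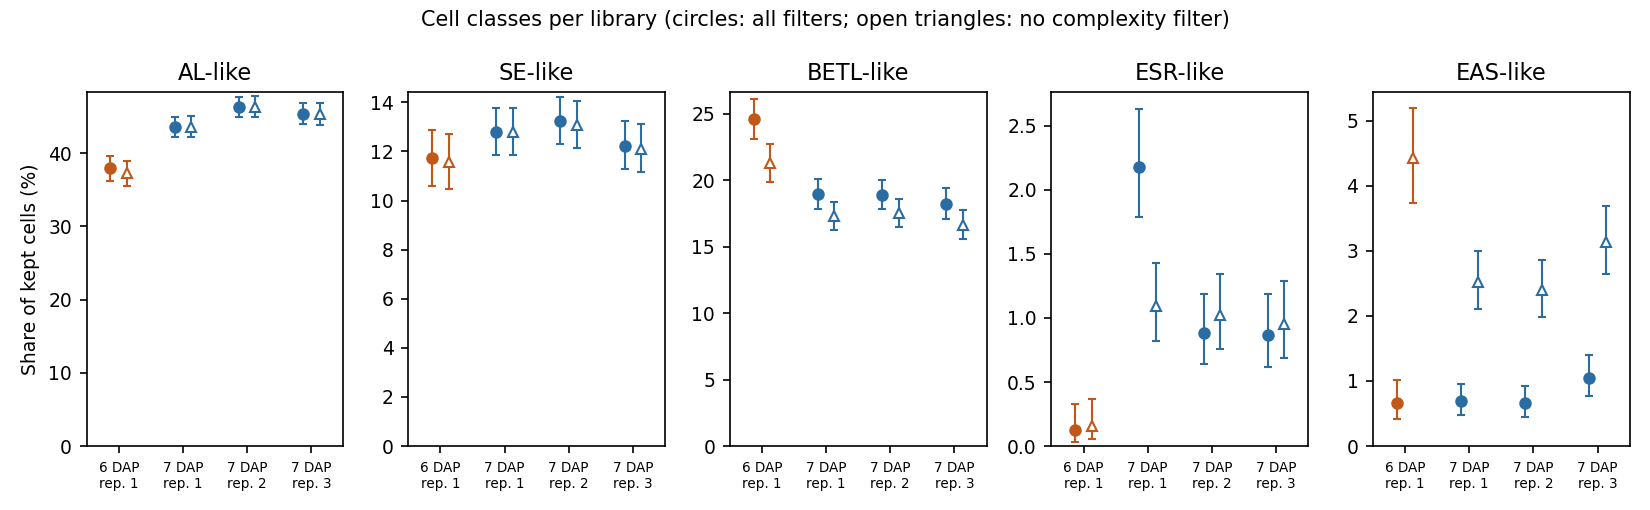
Share of kept cells (%, vertical axis) in each class and library, with exact 95% binomial intervals as bars; filled circles use all filters, open triangles leave out the complexity filter, and 6 DAP is orange. The 6 DAP library has 24.6% BETL-like and 0.127% ESR-like cells, above and below the 7 DAP libraries, in which ESR-like shares without that filter are 1.10%, 1.02% and 0.954%.

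**Figure D2:**
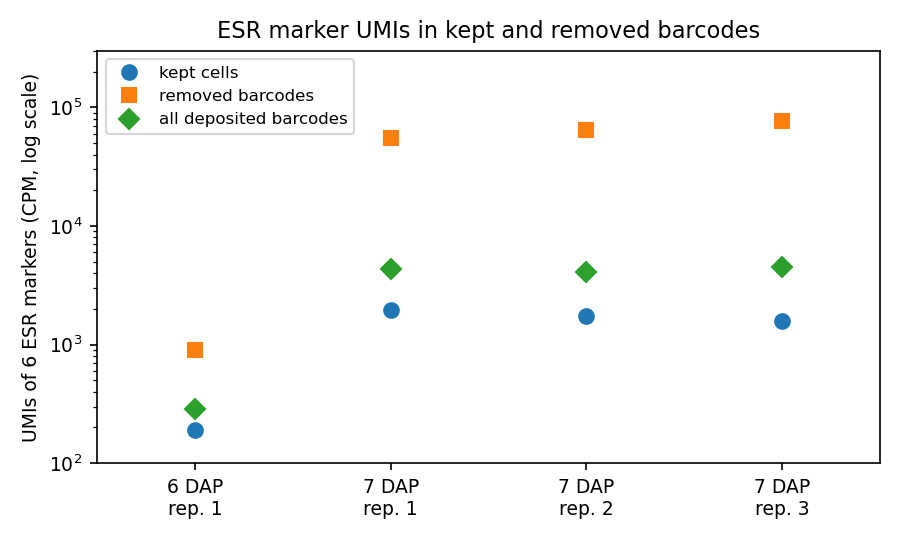
UMIs of the 6 ESR markers in CPM (vertical axis, log scale) in kept cells, removed barcodes and all deposited barcodes of each library. Over all deposited barcodes the value is 288 at 6 DAP and 4296, 4082 and 4519 in the 7 DAP libraries.

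Clusters that stayed unnamed held 24.99% of kept cells at 6 DAP and 21.85%, 20.02% and 22.21% at 7 DAP. Clusters left out because organelle genes led them held 18.6% at 6 DAP and 14.8%, 13.3% and 14.1% at 7 DAP. Low marker scores left out 6.37% at 6 DAP and 6.98%, 6.61% and 7.98% at 7 DAP. Leading markers of another class left out 0 of 3141 cells at 6 DAP and 0.0831%, 0.103% and 0.0912% at 7 DAP. The largest of these clusters, led by organelle genes at a median of 1400 UMIs, held 16.6% of 6 DAP cells and 8.56%, 4.07% and 4.74% of 7 DAP cells.

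The second question was which genes changed from 6 to 7 DAP. In whole libraries, 214 of 9818 genes passed the size rule, 82 higher and 132 lower at 6 DAP. Setting each 7 DAP library against the other 2 gave 0, 0 and 1 gene, where 6 DAP against the same 2 gave 376, 222 and 239. The count was 820 with a minimum of 1 CPM, the alternative that moved it most, and 377 without replicate 1 of 7 DAP, where the majority turned round to 219 higher and 158 lower. The median gene was 0.15 higher at 6 DAP on the log2 scale. TMM scaling removed that shift and changed the split to 39 higher and 191 lower. Among genes higher at 6 DAP, Zm00001d016691 had 981 UMIs and 138 CPM (129 to 147) against 32.2 ± 2.58 CPM at 7 DAP (SD, n = 3). Zm00001d011193 had 31.6 CPM (27.6 to 36.0) against 8.35 ± 0.511. Among genes lower at 6 DAP, Zm00001d045861 had 0 UMIs (95% interval 0 to 0.518 CPM) against 14.3 ± 6.17 CPM at 7 DAP. Zm00001d032023 had 7 UMIs, or 0.983 CPM (0.395 to 2.03), against 31.4 ± 3.25. The ESR marker ESR3, whose reads may be divided with its near-identical relatives, had 8 UMIs, or 1.12 CPM (0.485 to 2.21), against 49.1 ± 9.21.

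Within classes, the same rule gave 299 of 9532 genes in AL-like cells (121 higher and 178 lower at 6 DAP), 392 of 10771 in SE-like cells (116 and 276) and 254 of 8600 in BETL-like cells (177 and 77). With TMM scaling the counts higher and lower were 67 and 260 in AL-like, 84 and 333 in SE-like, and 37 and 194 in BETL-like cells, so the majority direction in BETL-like cells turned round. The median gene in BETL-like cells was 0.28 higher at 6 DAP from totals and -0.06 with TMM. The medians were 0.13 and -0.01 in AL-like and 0.04 and -0.04 in SE-like cells. Without replicate 1 the counts higher and lower were 285 and 215 in AL-like, 212 and 315 in SE-like, and 427 and 108 in BETL-like cells, so the majority in AL-like cells turned round there. Genes passing in the same direction in AL-like and SE-like cells were 21 higher and 49 lower. AL-like and BETL-like cells shared 39 higher and 17 lower, and SE-like and BETL-like cells shared 25 higher and 23 lower. SE-like counts rest on clusters whose membership changed between settings. The ages also filled different clusters within a class. One AL-like cluster held 419 of the 1191 AL-like cells of 6 DAP, and 73, 61 and 42 cells of the 7 DAP libraries. A BETL-like cluster held 16 cells of 6 DAP and 387, 447 and 424 of the 7 DAP libraries. Counts within classes thus do not separate a change in like cells from a different mix of clusters.

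The study names or lists 7 genes as changing between these ages, and it chose them on these libraries. DEF1, DEF2, MEG1 and MEG3 are named in its text, and AL9, MEG13 and TCRR2 are listed in the data behind a figure. SBT1, also listed there, served here as an AL marker. That figure gives bulk RNA of both ages, which the study made in biological replicates. For selected genes the study reports the same patterns there, and the bulk RNA was not analysed here. AL9 was at 10347 CPM at 6 DAP (10272 to 10422) and 45211 ± 1183 at 7 DAP (SD, n = 3), a log2 ratio of -2.13. DEF1 was at 18.4 CPM (15.4 to 21.8) against 58.2 ± 0.319, and DEF2 at 115 CPM (108 to 124) against 434 ± 15.04, with log2 ratios of -1.66 and -1.91. All 3 passed the size rule. MEG1, MEG3, MEG13 and TCRR2 were above the range of the 7 DAP libraries without passing the rule. Their values at 6 DAP were 354, 459, 462 and 157 CPM (intervals 340 to 368, 444 to 475, 447 to 479 and 148 to 167). At 7 DAP the means were 258 ± 20.6, 265 ± 22.1, 311 ± 49.8 and 109 ± 7.06 CPM, which gave log2 ratios of 0.46, 0.79, 0.57 and 0.53. With TMM scaling these 4 ratios were 0.31, 0.64, 0.43 and 0.38. MEG1, MEG3 and MEG13 belong to 1 gene family, and counts can move between its copies. All 7 genes stayed outside the 7 DAP range in every alternative run on them (TMM scaling, all deposited cells, and each 7 DAP library left out).

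**Figure D3:**
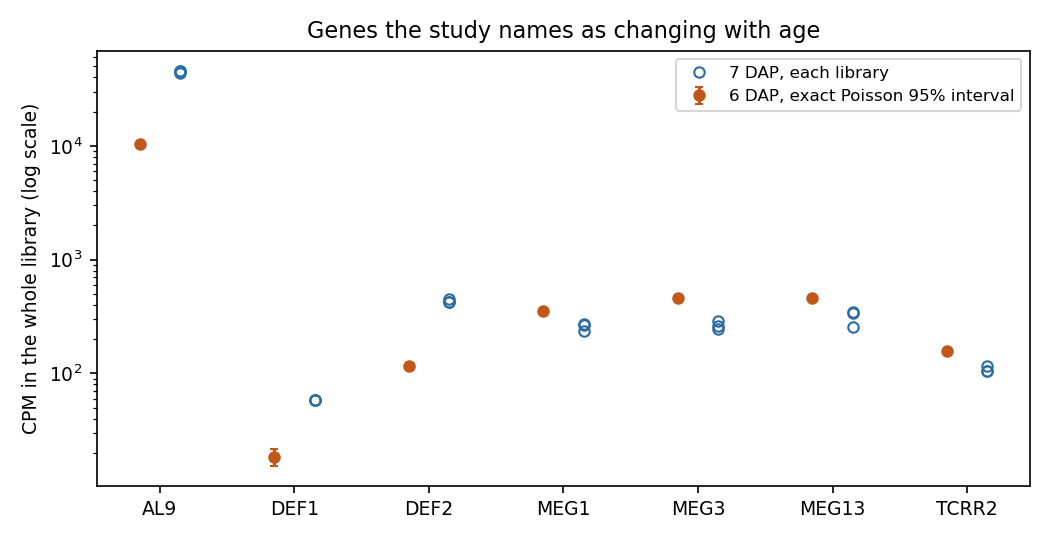
CPM in the whole library (vertical axis, log scale) of 7 genes the study names or lists as changing with age; filled orange points are 6 DAP with exact 95% Poisson intervals, open points are the 3 libraries of 7 DAP. AL9, DEF1 and DEF2 lie below and MEG1, MEG3, MEG13 and TCRR2 above the 7 DAP libraries.

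Values of regulators in this paragraph are from totals. Among regulators named by the study, NAC130 passed the rule in whole libraries, higher at 6 DAP from 1573 UMIs there (log2 ratio 1.23). Its 221 CPM was near the limit, against 104.75 CPM in replicate 1, the highest 7 DAP library. TMM factors were 1.079 at 6 DAP and 1.016 in that replicate, which lowers the ratio. The pass is therefore stated for totals only. MYBR19 (1.21, 94 UMIs) and NRP1 (1.83, 90 UMIs) were at least 2 times above the highest 7 DAP library but under the minimum of 10 CPM. In BETL-like cells MYBR19 passed the rule from totals, at 52.7 CPM against at most 24.4 CPM at 7 DAP. TMM factors there were 1.192 at 6 DAP and 0.8841 to 1.012 at 7 DAP, which lowers this ratio. O11 (1.11), NKD2 (1.03), FL3 (0.57) and HB91 (0.47) were above the 7 DAP range and did not pass, and BZIP52 was below it (-0.06). NACTF65 and THX35 had 3 and 4 UMIs at 6 DAP and are not described. MRP1, MYBR29, EREB108 and WRKY8 were within the range of the 7 DAP libraries.

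The third question was which transcription factors differ between cell classes at 7 DAP. Of the factors with binding profiles in the study, 142 passed the expression filter, and 127 of these differed in at least 1 class at an adjusted p under 0.05 (edgeR, Benjamini-Hochberg). The count was 129 adjusted over the list alone, which is not independent evidence because the study chose the factors as differing between clusters of these libraries. By class, 80 factors were called in AL-like cells (63 higher, 17 lower), 83 in SE-like (53 and 30), 85 in BETL-like (40 and 45), 26 in ESR-like (22 and 4) and 41 in EAS-like cells (10 and 31). Adjusted over the list alone the counts were 82, 84, 87, 28 and 46. Over the alternatives, the count in any class ranged from 116 without replicate 3 to 137 with the unnamed clusters as a further class. ESR-like calls were 14 without replicate 2 and 49 without the complexity filter, and EAS-like calls were 19 without replicate 3. Without the complexity filter the calls higher and lower were 24 and 25 in ESR-like and 22 and 18 in EAS-like cells. The majority direction thus turned round in both classes. With DESeq2 it did not, at 27 and 4 in ESR-like and 13 and 17 in EAS-like cells. The fit gave a low spread (common dispersion 0.001027), and a Poisson model left a median deviance per degree of freedom of 0.99 to 1.11 in the lower 4 groups of genes by abundance and 1.60 in the highest, so effect sizes and UMIs are given before p-values.

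**Figure D4:**
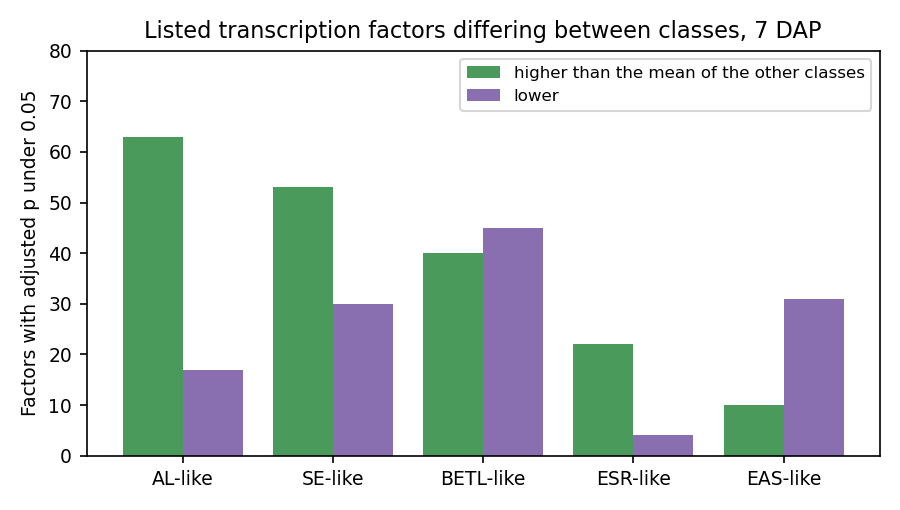
Number of listed transcription factors (vertical axis) with an adjusted p under 0.05 that were higher or lower in each class than in the mean of the other classes at 7 DAP. Higher calls range from 63 in AL-like to 10 in EAS-like cells.

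In BETL-like cells MYBR33 had 707 UMIs against 20 in the other classes, a log2 fold change of 8.67 ± 0.35 (standard error, adjusted p 4.20e-49). MRP1 had 3568 against 102 UMIs (8.16 ± 0.16, 1.50e-86) and EREB150 was at 6.94 ± 1.54 CPM (SD, n = 3), with 2 UMIs in the other classes (8.15 ± 0.67, 1.01e-21). In AL-like cells OCL5A had 184 UMIs against 6 (5.91 ± 0.82, adjusted p 4.70e-10) and MYB32 297 against 44 (3.87 ± 0.59, 8.47e-09). NRP1 was lower in AL-like cells, with 9 UMIs against 309 (-4.37 ± 1.02, adjusted p 0.000158), but without replicate 1 the fold change was -2.69 and the adjusted p 1.0. HB45 was higher in SE-like cells, with 188 UMIs against 605 (3.45 ± 0.55, 5.26e-08). Its log2 ratio to the mean of AL-like and BETL-like cells alone was smaller, at 1.24, 1.14 and 1.38 in the 3 libraries. Ratios over these 3 large classes were also smaller in size than the fold changes for OCL5A, MYB32, NRP1, MYBR33, MRP1 and EREB150. In ESR-like cells C3H11 had 77 UMIs (1.88 ± 0.22, adjusted p 3.55e-12) and MYB155 had 35 (1.57 ± 0.31, 3.20e-05). Each of these had the same sign in 3 of 3 libraries. Others that the rule picks rested on few UMIs in the class and are given without a fold change: AY110782 in ESR-like (8 UMIs), HB118 (6) and MYBR29 (18) in SE-like, and THX35 (8), WRKY2 (2) and MYBR29 (1) in EAS-like cells. Of these, the AY110782 call was lost without replicate 2 or 3, that of HB118 without replicate 1, that of MYBR29 in SE-like cells without replicate 3, and that of MYBR29 in EAS-like cells whichever of the 3 libraries was left out.

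Other regulators named by the study differed between classes in the same fit. MYBR29 (7.30 ± 0.10), MYBR19 (8.14 ± 0.37) and EREB108 (6.94 ± 0.22) were higher in BETL-like cells, with adjusted p of 1.68e-106, 5.89e-44 and 2.94e-60. HB91 (3.52 ± 0.18) and WRKY8 (2.01 ± 0.11) were higher in AL-like cells, with adjusted p of 5.22e-40 and 5.64e-37. FL3 was higher in EAS-like (4.70 ± 0.08) and SE-like (2.02 ± 0.06) cells and lower in AL-like cells (-4.48 ± 0.14), with adjusted p of 2.52e-95, 3.47e-65 and 1.45e-62. O11 was lower in AL-like cells (-3.30 ± 0.14, adjusted p 1.74e-47) and higher in SE-like cells (1.08 ± 0.09, 8.54e-21). NKD2 was higher in SE-like cells (1.42 ± 0.23, 5.26e-08), in 3 of 3 libraries.

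The last comparison concerned gene lists for hormone and cell-cycle functions. Camera called 12 of 60 pairs of a hormone list (12 lists) and a class, and fry called 35, among them all 12. With the inter-gene correlation estimated from the data, camera called 0 of 60, with 10 at an unadjusted p under 0.05, so the camera calls depend on the preset correlation. Shuffled class names gave a median of 5 and up to 11 camera calls, against a median of 0 and up to 6 by fry. In AL-like cells the lists for ethylene biosynthesis (median log2 fold change 0.86, 16 of 16 genes higher, camera adjusted p 0.00673), jasmonate biosynthesis (0.62, 24 of 29, 0.00392) and response to ABA (0.74, 7 of 7, 0.00114) were higher. In BETL-like cells cytokinin biosynthesis (2.46, 9 of 9, 0.0159) and response to ABA (0.83, 6 of 7, 0.00392) were higher, and auxin response factors (-0.53, 5 of 26 higher, 0.000326) and response to jasmonate (-0.29, 9 of 21 higher, 0.0141) were lower. Response to ABA was lower in SE-like (-0.89, 2 of 7 higher, 0.0113) and EAS-like cells (-1.16, 0 of 7 higher, 0.000399), and in EAS-like cells the sign turned without the complexity filter (0.44). Response to jasmonate was higher in ESR-like cells (0.30, 15 of 21, 0.0115). Auxin response factors (0.30, 17 of 26, 0.000326) and gibberellin biosynthesis (0.56, 4 of 7, 0.0398) were higher in EAS-like cells. Without replicate 1 the calls for cytokinin biosynthesis in BETL-like and gibberellin biosynthesis in EAS-like cells were lost (adjusted p 0.0989 and 0.112), and without replicate 3 that for response to jasmonate in BETL-like cells (0.0529).

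For the 2 cell-cycle lists camera called 8 of 10 pairs and fry 5, all among the 8. With an estimated correlation camera called 0, with 6 at an unadjusted p under 0.05. Shuffled class names gave a median of 6 camera calls, so only the fry calls are described. The shuffles do not show how often fry calls falsely at the spread of the real fit. The G2/M list was higher in SE-like cells (median log2 fold change 0.80, 246 of 271 genes higher, fry adjusted p 6.04e-06). The S-phase list was higher in BETL-like (0.81, 114 of 128, 1.46e-06) and AL-like cells (0.27, 96 of 128, 0.000369) and lower in EAS-like cells (-0.78, 32 of 128 higher, 0.000117). The G2/M list was lower in ESR-like cells (-0.29, 91 of 271 higher, 0.00254), but that fry call was lost without replicate 2 (adjusted p 0.0638) and the camera call of the same pair without replicate 1 (0.177). Without the complexity filter the S-phase medians changed sign in AL-like (-0.04) and EAS-like cells (0.30).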

Values the study reported

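The study reported 17,022 cells that passed its quality control, with 25,365 genes detected and a mean of 2005 genes per cell. It gave the share of its ESR cluster as 0.1% at 6 DAP and more than 1.2% at 7 DAP. Binding profiles were reported for 161 transcription factors.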

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

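Of the tests in this part, the class sets for NAC130 and the ESR markers of removed 6 DAP barcodes were chosen before their results were seen; the other tests, the removal of high doublet scores and the setting without the complexity filter were chosen after.

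A signal was found in barcodes that the report's comparisons do not use. The 6 ESR markers took 908.354 CPM in removed barcodes of 6 DAP and 54760.3, 64501.2 and 76921.1 CPM in those of 7 DAP replicates 1, 2 and 3. In kept cells they took 189 CPM at 6 DAP and 1963, 1734 and 1582 CPM at 7 DAP. Markers of the other classes were not affected in this way at 7 DAP: removed barcodes held 1.99% to 10.2% of their UMIs. The removed barcodes in which ESR markers took 5% or more of UMIs had medians of 6150, 5068 and 7495 UMIs at 7 DAP. This depth argues against empty droplets as their main source. It is partly selected, since a barcode with at least 500 genes fails the complexity filter only if it has many UMIs. Depth does not speak to broken cells, which stay open. Of the 180 barcodes at 7 DAP with 5% or more ESR marker UMIs, 81 (45%) were removed, and 58.02% of those removed failed the complexity filter alone. In these removed barcodes the top 10 genes took a median of 65.4%, 59.9% and 64.8% of UMIs, against 38.0%, 40.6% and 34.6% in kept barcodes of the same kind. Filters that include complexity select for such a difference, so it is no separate evidence. A candidate explanation, which rests on the 58.02%, is that cells with most of their transcripts from a few genes fail a complexity filter. At 6 DAP there were 10 such barcodes, of which 4 were kept and 1 failed the complexity filter alone, with medians of 915.5 UMIs and 434 genes in the removed, under the limits for depth.

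The removed barcodes could also have produced the lower ESR-like share at 6 DAP. The tables argue against this. The removed barcodes of 6 DAP held 908 CPM of ESR markers, under the lowest value of kept cells at 7 DAP (1582). Over all deposited barcodes, 6 DAP had 287.8 CPM and the 7 DAP libraries 4296, 4082 and 4519. A difference in depth was tested by thinning every cell to 1000 UMIs: the 6 DAP share was 0.1273% and stayed below each 7 DAP library. As shares of all deposited barcodes, those with 5% or more ESR marker UMIs were 0.216% at 6 DAP (0.104 to 0.397) and 1.08%, 1.12% and 0.967% at 7 DAP. Age stays open as an explanation and cannot be separated from the library, as 6 DAP has only 1.

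NAC130 in BETL-like cells had log2 ratios of opposite sign at the 2 ages. Its log2 ratio of BETL-like cells to the mean of AL-like and SE-like cells was 0.414 at 6 DAP (431 UMIs) and -0.0355, -0.0154 and -0.100 in the 7 DAP libraries. It was the 1 opposite pair among 44 gene and class pairs compared, over the 3 classes with at least 30 cells at 6 DAP, and the difference was not tested. Counting error is argued against for the positive sign at 6 DAP only, where the ratio stayed at 0.11 with every count at its least favourable Poisson bound. At 7 DAP the bounds that favour BETL-like cells gave 0.177, 0.176 and 0.105. Counting error at 7 DAP thus cannot be told apart from a negative ratio, as these bounds reach above 0, and a reversal is not shown. The choice of clusters remains a candidate explanation: opposite signs were seen in 2 of 4 other sets of classes. In these the 6 DAP ratio was 0.377 without the highest doublet scores and 0.0143 without the complexity filter. With classes from thinned cells the 7 DAP ratios were 0.048, 0.060 and 0.077. Age was not tested and stays open.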

How the results depend on the processing

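Alternatives chosen after seeing the data were the first naming rule, naming of organelle-led clusters, removal of the highest doublet scores, thinned sums, robust dispersion estimates and no complexity filter, and for the cell-cycle lists the estimated correlation and the fit without block. The 20 repeats of the clustering were also chosen then, and all others before the data were examined.

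No paired analysis was possible because the age comparison has 1 library at 6 DAP and its number does not pair it with a 7 DAP library. For the classes at 7 DAP the main design has the library as a block. Without the replicate block, 125 factors were called in any class in place of 127, and 77, 82, 80, 25 and 37 in AL-like, SE-like, BETL-like, ESR-like and EAS-like cells. In addition, 13 hormone pairs and 8 cell-cycle pairs were called. Among the calls of factors and of list and class pairs named in the results, the block decided 1, and no other. This was MYBR29 in EAS-like cells, which rested on 1 UMI (adjusted p 0.0914 without the block). A hormone pair outside those named was called only without the block, as the main fit had 12.

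The log2 ratio of median genes per cell, 6 DAP to 7 DAP, was -0.98 in the main setting, -0.64 with at least 2000 UMIs per cell and 0.04299 after thinning, which shows that depth made the difference.

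Differences in class shares are given as 6 DAP minus the 7 DAP mean, in percentage points. The AL-like difference of -7.16 became 3.253 at resolution 1.0, -3.09 after thinning, -9.077 with joint scaling, -4.187 with at least 500 UMIs, -9.18 with at least 2000 and -11.72 with organelle-led clusters named. The SE-like difference of -1.03 turned positive at resolution 0.5 (15.52) and 1.0 (11.03), after thinning (5.637), without the highest doublet scores (9.95), with at least 500 (3.19) or 2000 UMIs (2.36) and with organelle-led clusters named (9.787). It was -7.692 with joint scaling and -6.452 without called doublets. The first naming rule gave no SE-like cluster and so no value. The BETL-like difference of 5.88 was 3.917 at resolution 0.5, 4.773 after thinning, 6.383 without called doublets, 3.15 with at least 500 UMIs, 3.44 with at least 2000 and 4.127 without the complexity filter. The EAS-like difference of -0.13 was -0.3488 with joint scaling, 1.156 with at least 500 UMIs, -0.3794 with at least 2000 and 1.741 without the complexity filter. The cause of these changes was not tested, apart from SE-like membership (other observations). The ESR-like difference of -1.18 stayed negative in all 11 settings, from -1.309 to -0.562 with the first naming rule, and was -1.405 to -0.747 across the 3 fits that each left out one 7 DAP library.

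Genes past the size rule in whole libraries (214) were 820 with a minimum of 1 CPM, 45 with 100 CPM and 30 with a 4-fold rule, by construction, and 224 to 377 across the 3 fits that each left out one 7 DAP library. The same fits gave 309 to 500 genes in AL-like and 295 to 535 in BETL-like cells, and the highest counts came without replicate 1. SE-like counts stayed within 1.5 times of 392 (454 to 527 across those fits). The depth of 6 DAP limits the class sums, down to 1050521 UMIs in SE-like cells.

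Factors called in ESR-like cells (26) were 49 without the complexity filter and 14 to 26 across the 3 fits that each left out one library. In EAS-like cells (41) the range was 19 to 31. Hormone pairs called by camera (12) were 0 with an estimated correlation and 35 by fry, and cell-cycle pairs (8) were 0 and 5. Without the complexity filter, response to ABA in EAS-like cells (0.4388) and the S-phase list in AL-like (-0.03961) and EAS-like cells (0.3041) reversed. ESR-like and EAS-like membership changed with that filter, and the cause was not tested.

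For the named genes and lists, 15 of 179 values of factors, 21 of 132 of hormone lists and 14 of 56 of cell-cycle lists kept their direction without passing the threshold, and 7 of 35 values of the genes named for age moved by more than the spread of the 7 DAP libraries, 0 with a change of direction.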

Other observations

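Tests chosen before their results were seen were those of doublets for the shallow ESR-like cluster, of AL9 with FL3 and of the MEG genes. The shuffles, the thinned BETL-like share, the repeats of the clustering, the tests of the complexity filter and of free RNA for the shallow cluster, those of AL9 in other classes and that of thinned class sums against the same libraries were chosen after.

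Class names were shuffled within each 7 DAP library in 40 groupings, the real one included. For factors called, 1 of 40 gave as many as the real classes (127). The highest other count was 26 and the median 0. The real classes were built by clustering on expression, and shuffled groups mix whole classes. The rank of the real classes is therefore largely given by construction and is no separate evidence. For hormone pairs, 1 of 40 gave as many by camera (12, highest other 11) and 1 of 40 by fry (35, highest other 6). For cell-cycle pairs, 10 of 40 gave as many by camera (8), so the camera count is no larger than shuffled groupings give. By fry it was 1 of 40 (5, highest other 2). Camera with a preset correlation called list pairs even in shuffled classes without any gene called, and the hormone count of 12 exceeds the highest of these by 1.

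The BETL-like share was higher at 6 DAP. The shallower 6 DAP library is argued against as the whole cause, because the share was 23.37% with every cell thinned to 1000 UMIs, above the 7 DAP mean of 18.6% in that setting. The SE-like direction depends on the clusters that enter the class: in 6 of 20 repeats of the clustering the 6 DAP share was above all 7 DAP libraries and in 14 below, with a 6 DAP share from 11.1% to 35.5%. A candidate source is the shallow cluster led by organelle genes in the main setting, since naming such clusters by their markers gave an SE-like difference of 9.787 points. Age stays open for both classes and was not tested.

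The ESR-like share of 7 DAP replicate 1 (2.18%) was above the other 7 DAP libraries because of a shallow cluster of 89 cells, 71 of them from replicate 1, 10 from replicate 2 and 8 from replicate 3. It had 25600 CPM of ESR markers and 49552 CPM of AL9, against 182620 and 1376 CPM in the other ESR-like cluster of 101 cells. Doublets of typical cells are argued against, as its replicate 1 cells had a median of 1716 UMIs, under the library median of 3979. Its mean doublet score (0.0943) was above that of the other ESR-like cluster (0.0731), but these scores come from a caller that did not work here. Loss of ESR-like cells to the complexity filter in the other 7 DAP libraries is argued against as well. Had every cell added without that filter been ESR-like, their share would have been 1.33% at most. Without the filter replicate 1 gained 20 cells, yet its ESR-like cells fell from 105 to 53 because the shallow cluster was not found again. The cluster was named by its ESR markers, so a higher level of them than in other classes is no evidence against free RNA. Free RNA spread evenly over the droplets is argued against for 34 of its 71 replicate 1 cells. These had more ESR marker UMIs than a Poisson bound for the highest count in any of 4781 cells of that library, those outside the other ESR-like cluster. In the same library 24 cells outside both clusters were above 8 UMIs, the bound for equal amounts per droplet. The ESR markers took 74.4 CPM in the AL-like, SE-like and BETL-like cells of replicate 1 and 30.6 and 35.9 CPM in those of replicates 2 and 3. This ratio of 2.07 to the higher of the others is near the ratio of 2.47 between the ESR-like shares, so free RNA stays open for a part of the difference. For the 37 cells of replicate 1 not above the bound, free RNA cannot be told apart from low expression, as these counts are too few. No biological explanation was tested, as replicates of 1 age do not differ by design.

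Cells with UMIs of both AL9, an aleurone marker, and FL3, which is high in SE-like and EAS-like cells, were seen at 7 DAP. In SE-like cells thinned to 1000 UMIs, 81.5%, 76.7% and 74.6% had AL9 and 53.1%, 46.5% and 50.9% had FL3. Unthinned, in replicate 1, these were 93.8% and 76.3%. The share with both was below the product of the separate shares in each library, by a median factor of 0.942 in SE-like cells (0.942, 0.895 and 0.947), and by factors of 0.806, 0.873 and 0.669 in BETL-like cells. Mantel-Haenszel odds ratios over the 3 libraries were 0.515 (p 9.52e-09) and 0.414 (p 6.22e-12). There was thus no excess of cells with both in SE-like and BETL-like cells, and independent detection alone does not account for the values. These p-values take single cells as units and cover the sampling of cells only. In ESR-like cells the factors were 1.22, 1.075 and 0.905, from 105, 43 and 38 cells. Free RNA cannot be told apart from expression here, since a class that mixes unlike cells lowers the share with both in either case. In AL-like cells AL9 was in nearly all cells (98.7% to 98.9%), so the product test says nothing there. In BETL-like cells, 79.7%, 77.1% and 74.8% had AL9 and 10.7%, 11.9% and 10.3% had FL3, at median depths of 5453, 8010 and 9089 UMIs against 3551, 4880 and 4465 in SE-like cells. The AL9 share in SE-like cells is thus near that in BETL-like cells, while FL3 differs. Depth could not decide whether doublets were the source in SE-like cells. Those with both had, before thinning, at most 1.002 times the higher of the median UMIs of those with AL9 alone and with FL3 alone. However, cells were sorted into these groups after thinning, and unthinned 71.1%, 71.9% and 75.0% of SE-like cells had both. The groups with AL9 or FL3 alone thus hold many cells with both, which brings the medians together whatever the source. The medians were 3508 against 3719 and 3488 in replicate 1, 4915.5 against 4906 and 4696 in replicate 2, and 4274 against 4717 and 4354.5 in replicate 3. Doublet scores were not used for this. A candidate explanation for AL9 outside AL-like cells is free RNA, but its CPM differed 2.51-fold among the other 4 classes (6749 in SE-like to 16973 in BETL-like cells). Evenly spread free RNA is argued against as the whole source in BETL-like cells. These are deeper than SE-like cells, yet their AL9 CPM was at least 2.33 times as high in each 7 DAP library. Free RNA that is uneven or a part of the AL9 counts cannot be told apart from low expression, because empty droplets were not analysed here and its level was not measured.

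MEG1, MEG3 and MEG13 were all higher at 6 DAP in BETL-like cells (log2 ratios 0.43, 0.78 and 0.56, where the median gene was 0.28). The 9 BETL markers outside the family had a median of -0.443, but went both ways (-0.995 to 0.589, 2 of 9 above 0), and TCRR2, which is not a MEG gene, rose as the MEG genes did (0.53). Reads shared between near-identical copies therefore cannot be told apart from a change of several BETL genes, because genes outside the family moved in either direction. A change with age was not tested and stays open.

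Genes past the size rule in a class may come from small sums. With every sum thinned to the smallest total, a 7 DAP library against the other 2 gave at most 18.7% as many genes as 6 DAP against the same 2 (93 against 498 in SE-like cells, 53 against 304 in BETL-like, 8 against 349 in AL-like), so small sums are argued against as the whole cause, while part of the SE-like and BETL-like counts stays open to it. Age and the single 6 DAP library cannot be separated.

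The ESR-like share here is over all kept cells, unnamed ones included, and its class was rebuilt from markers. It is therefore not set against the share quoted from the study.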
